A study of Mus musculus with 15 samples.

How the data were processed

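Liver RNA was sequenced from 15 BALB/c mice (an inbred laboratory strain) 35 days after infection with the liver fluke Clonorchis sinensis, a flatworm that lives in the bile ducts. The mice were wild type (WT) or lacked the cytokine gene Il33 (KO), and part of each genotype had received antibiotics. Groups and replicate numbers were taken from the sample titles. There were 4 WT mice without antibiotics, 4 WT mice with antibiotics, 3 KO mice without antibiotics and 4 KO mice with antibiotics. The series design text states quadruplicates, and KO replicate 4 without antibiotics was not analysed here.

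Per the labels' protocols, the livers were frozen, RNA was extracted with Trizol, and libraries were made with a VAHTS mRNA-seq v2 kit and sequenced on an Illumina HiSeq X series instrument. The authors deposited 1 table per sample that pairs each Ensembl gene with its symbol, locus and FPKM, per the file headers. FPKM is the number of fragments per kilobase of transcript, scaled to the mapped fragments of that sample, so the values carry the authors' correction for gene length and library size, and no further scaling between samples is stated. The aligner, the quantifier and the gene annotation are not stated. The deposited tables list no FPKM of 0. The number of genes listed therefore differs between samples, 24015 genes were listed in at least 1 sample, 14973 were listed in all samples, and a gene that a table does not list was given an FPKM of 0. In 27 genes with a median FPKM above 1 at least 1 sample had no listed value, so a missing value can also be a failed estimate. Where several genes shared 1 locus in the tables (10228 genes), fragments may have been divided among them by the authors' software.

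Gene coordinates are those of GENCODE M21 (genome build GRCm38, counted from 1). The build was inferred by comparing loci. Of the listed genes 99.6% were found by identifier, and for 51.4% of those the locus equalled the GENCODE gene once 1 was added to its start, while 89.9% of the loci contained the GENCODE gene. For each gene named in the text, and after seeing the data for the 11970 tested genes with a transcript sequence, the share of its 50-base words that also occurs in transcripts of other genes was counted, because fragments from such words cannot be assigned to 1 gene.

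The tables hold no counts, so the depth was estimated from the spacing of low FPKM values, which are whole multiples of the value of 1 fragment. The estimate used genes with 1 transcript of at least 1500 bases and FPKM up to 0.5, assumed a fragment length of 200 bases, and was checked on simulated data. It gave between 20000000 and 23500000 fragments per sample (median 21400000). These are estimates with no interval, and they matter most for genes with FPKM below 1.

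Differential expression was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend), since FPKM values are not counts. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of low genes. Genes with FPKM of at least 1 in at least 3 of the 15 samples were tested (11982 genes). All 4 groups entered 1 group-means model with a common estimate of the spread, and 7 contrasts were taken from it: the antibiotics effect in WT, in KO and averaged over both genotypes, the genotype effect (KO minus WT) without antibiotics, with antibiotics and averaged over both treatments, and the interaction (antibiotics effect in KO minus that in WT). Tests were two-sided, and a gene passed the threshold at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. Data were simulated from the mean and residual spread of each gene, with independent normal noise and 200 genes changed in WT with antibiotics. In the antibiotics effect in WT, 28.4% of genes changed by 0.5 on the log2 scale, 86.6% of genes changed by 1 and 98.2% of genes changed by 2 were recovered, with 5.55%, 5.23% and 5.38% of calls false. The simulation held no outlying samples and no correlation between genes, and recovery was not scored in the other contrasts. These rates may therefore not hold in the real data.

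Panels of genes for fibrosis, biliary epithelium, type 2 immunity, bile acid synthesis and transport, and the acute phase response were tested with limma's rotation test (mroast), two-sided and adjusted over all 35 tests of 5 panels in 7 contrasts. Il33 was compared between genotypes with an exact two-sided permutation test. The titles give the groups the same replicate numbers, so a fit with the replicate number as a block was run beside the unblocked one. The genes named in the text were chosen by a fixed rule. For each effect other than the interaction, they are the 3 with the largest rise and the 3 with the largest fall among genes past the threshold for which every sample of one arm lay above every sample of the other. For the interaction they are the 3 with the smallest adjusted p. Where no gene passed, they are the 3 with the smallest unadjusted p. Il33 was always included. The groups, the tests, this rule, the panels and most alternatives were fixed before the data were examined.

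The alternatives were a pseudocount of 0.1, no filter, FPKM of at least 1 in all 15 samples, scaling each sample to a sum of 1000000 (TPM), quantile normalization, limma sample weights, the replicate block, fits on only the groups compared, and leaving out each sample of the groups compared in turn. Leaving out samples of the other groups, leaving out the mitochondrial genes with rescaling of the samples, and a correction for transcript GC content with and without the block, were chosen after seeing the data. The GC correction smoothed the difference of each sample from the gene mean against GC content (lowess, span 0.3, 11970 genes) and subtracted it. Other splits of the samples were drawn up to a limit of 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other computations.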

Results

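Expression was measured by RNA sequencing in the livers of 15 mice infected with Clonorchis sinensis, in a design that crossed the genotype (WT or IL-33 knockout, KO) with antibiotic treatment. The groups were WT without antibiotics (n = 4), WT with antibiotics (n = 4), KO without antibiotics (n = 3) and KO with antibiotics (n = 4). All mice were sampled at 35 days after infection, and uninfected mice were not analysed here, so infection itself was not compared. The FPKM tables listed between 17829 and 19064 genes per sample, of which 10874 to 11748 had an FPKM of at least 1. The estimated depth lay between 20000000 and 23500000 fragments and differed by a factor of 1.18 at most. Without antibiotics the 3 KO samples (20300000 to 21100000 fragments) all lay below the 4 WT samples (22300000 to 23500000 fragments, exact two-sided permutation p = 0.0286, the smallest this design allows), whereas with antibiotics the ranges of KO (20700000 to 22400000 fragments) and WT (20000000 to 22700000 fragments) overlapped.

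The samples differed in ways that the groups did not explain. Mitochondrial transcripts made up 15.92% of the FPKM sum in KO replicate 1 without antibiotics and 6.72% to 10.19% in the other samples, and this sample had the lowest value of all 15 in 4411 of the 11982 genes tested. WT replicate 3 with antibiotics had a median correlation with the other samples of 0.930, where the others had 0.964 or more. The median Pearson correlation of log2(FPKM + 1) was 0.986 over the 21 pairs of samples within a group and 0.972 over the 84 pairs from different groups. The closest match between tables covered 0.006% of their values, so no library appeared to be deposited more than once. The first principal component held 40.6% of the variance. Its scores were 10.8 to 33.6 in the 7 samples without antibiotics and -56.5 to 2.8 in the 8 samples with antibiotics, so the treatments did not overlap on it. The second component (13.8%) did not separate the genotypes.

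**Figure D1:**
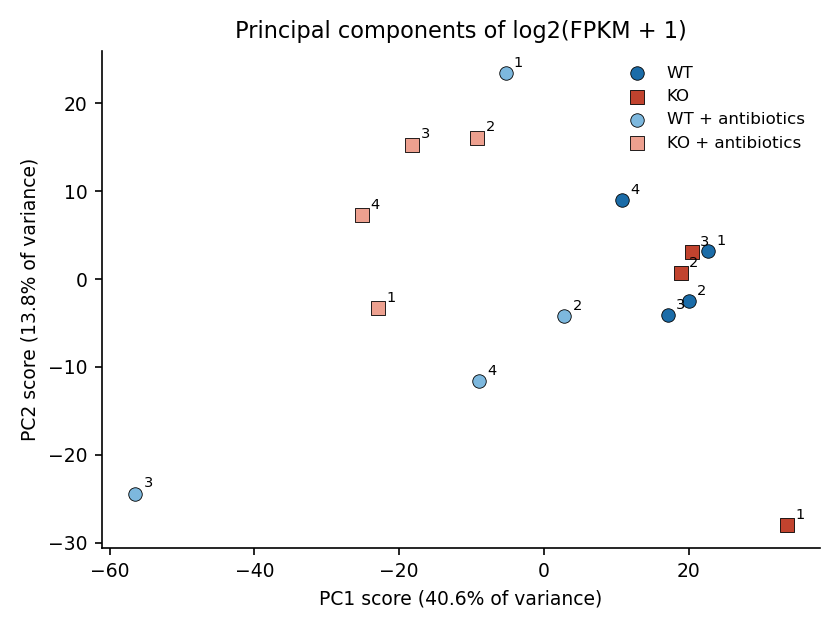
Scores of the 15 samples on the first (horizontal, 40.6% of variance) and second (vertical, 13.8% of variance) principal component of log2(FPKM + 1), without units, with 1 point per sample, coloured by group and numbered by replicate. Samples without antibiotics have first-component scores of 10.8 and above, and WT replicate 3 with antibiotics lies farthest from the rest at -56.5.

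Il33, the gene targeted in the KO mice (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718, protein coding), was measured first because it checks the genotype labels. Without antibiotics its FPKM was 0.937, 1.05, 1.42 and 1.52 in the WT samples and 0.373, 0.366 and 0.283 in the KO samples. With antibiotics it was 0.209, 0.183, 0.210 and 0.146 in the WT samples and 1.45, 1.66, 1.10 and 1.49 in the KO samples. The direction of the genotype difference thus reversed between the treatments. Mean FPKM was 1.23 ± 0.281 (SD, n = 4) in WT against 0.341 ± 0.0501 (SD, n = 3) in KO without antibiotics, a difference of -0.73 on the log2(FPKM + 1) scale (exact two-sided permutation p = 0.0286, the smallest p this design allows). With antibiotics it was 0.187 ± 0.0302 (SD, n = 4) in WT against 1.43 ± 0.232 (SD, n = 4) in KO, a difference of 1.03 (exact two-sided permutation p = 0.0286, again the smallest possible). In both treatments every sample of one genotype lay outside the range of the other. Over all 7 KO and 8 WT samples the difference was 0.21 (exact two-sided permutation p = 0.398), so KO samples as labelled did not have less Il33 than WT samples. This difference moved most with a pseudocount of 0.1, to 0.54 (exact two-sided permutation p = 0.345). Every comparison below keeps the groups as labelled, and those that separate the genotypes, including the antibiotics effects within a genotype, carry this reversal with them. None of the 50-base words of Il33 occurred in other genes.

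**Figure D2:**
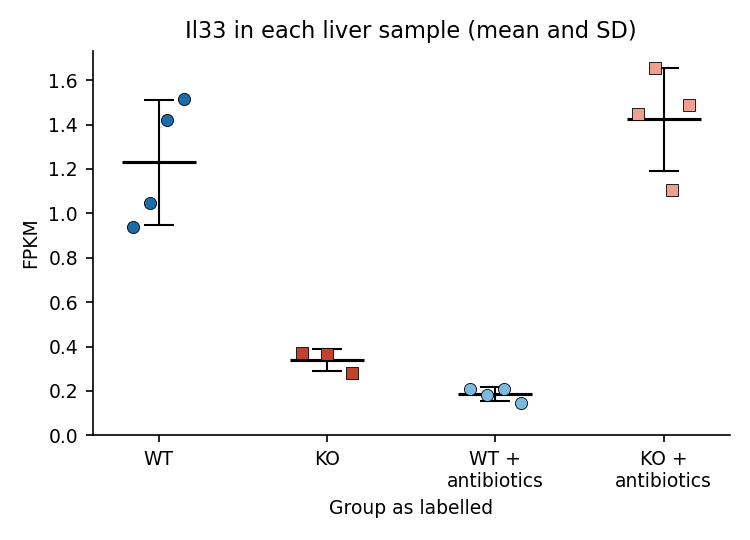
FPKM of Il33 (vertical axis, from 0) in each liver sample by labelled group (horizontal axis), with 1 point per sample and lines for the group mean and SD. Il33 was 0.937 to 1.52 in WT and 0.283 to 0.373 in KO without antibiotics, but 0.146 to 0.210 in WT and 1.10 to 1.66 in KO with antibiotics.

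The first question was how antibiotics changed the liver transcriptome of infected WT mice. In limma, 1207 of 11982 genes passed the threshold, 857 higher and 350 lower with antibiotics, and 117 of them changed by at least 1 on the log2 scale. This count moved most when 1 sample was left out, to 316 genes without WT replicate 3 without antibiotics and to 2238 without KO replicate 1 without antibiotics, which enters through the common estimate of the spread. With the replicate number as a block it was 928 genes. The pairing is taken from the labels, and deviations from the group means correlated at a mean of 0.086 between same-numbered samples of these groups (4 pairs) and -0.026 between differently numbered ones (12 pairs). The 2 arms did not overlap for 1063 of the genes past the threshold. The largest rises among these were in Sult1e1, Slc4a9 and Cela2a, and all of them rested in size on replicate 3 with antibiotics. Sult1e1 (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594) rose by 2.77 ± 0.757 (SE, limma adjusted p = 0.0349), from 0.638 ± 0.683 to 24.6 ± 40.1 FPKM (SD, n = 4 each), with 84.8 FPKM in replicate 3 and 2.01 to 6.10 in the others. Slc4a9 (ENSMUSG00000024485, chromosome 18, 36528147 to 36556273) rose by 2.65 ± 0.646 (SE, limma adjusted p = 0.0239), and had 66.7 FPKM in replicate 3 against 3.08 to 3.70 in the other samples with antibiotics and 0.180 to 0.842 without. Cela2a (ENSMUSG00000058579, chromosome 4, 141814962 to 141826160) was not listed in any sample without antibiotics and had 21.5 FPKM in replicate 3 and 1.11 to 3.89 FPKM in the other 3 samples (log2 fold change 2.32 ± 0.509 SE, limma adjusted p = 0.0173). Its locus in the tables was shared with 2 other genes, and 15.6% of its 50-base words occur in other genes.

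The largest falls in WT were in Cyp8b1, Dio1 and Ly6a. Cyp8b1 (ENSMUSG00000050445, chromosome 9, 121914356 to 121916305), a member of the bile acid panel, went from 125 ± 38.2 to 16.3 ± 10.9 FPKM (SD, n = 4 each, log2 fold change -3.42 ± 0.743 SE, limma adjusted p = 0.0165). Dio1 (ENSMUSG00000034785, chromosome 4, 107291465 to 107307169) went from 71.8 ± 25.9 to 10.4 ± 8.21 FPKM (log2 fold change -3.22 ± 0.740 SE, limma adjusted p = 0.0208), and was not listed in replicate 3 with antibiotics. For Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) the change was from 29.6 ± 13 to 3.95 ± 4.04 FPKM (log2 fold change -2.89 ± 0.579 SE, limma adjusted p = 0.0121), and 19% of its 50-base words occur in other genes, mostly Ly6c1. Sult1e1 was no longer past the threshold with the replicate block (limma adjusted p = 0.0580), and was lost in 7 of 25 alternatives in all, Slc4a9 in 5, Dio1 in 4, Cyp8b1 in 2, Cela2a in 1 and Ly6a in 0. Il33 itself fell by 0.90 ± 0.112 (SE, limma adjusted p = 0.00103) with antibiotics in WT.

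In KO mice the same comparison gave 1257 genes, 874 higher and 383 lower, of which 216 changed by at least 1 on the log2 scale. The replicate block gave 838 genes. The pairing is taken from the labels, and same-numbered samples of these groups (3 pairs) correlated in their deviations at a mean of 0.054 against -0.018 for the 9 pairs with different numbers. Sample weights raised the count to 3190, the largest move under any alternative. They gave the lowest weights to KO replicate 1 without antibiotics (0.16) and WT replicate 3 with antibiotics (0.23). Leaving out the former lowered the count to 673, and leaving out the latter raised it to 1943. The arms did not overlap for 1230 of the 1257 genes. Cyp4a14 (ENSMUSG00000028715, chromosome 4, 115486200 to 115496142) had the largest rise, from 5.61 ± 3.03 (SD, n = 3) to 166 ± 55.9 FPKM (SD, n = 4), a log2 fold change of 4.71 ± 0.846 (SE, limma adjusted p = 0.00475). Sult1e1 rose by 4.38 ± 0.818 (SE, limma adjusted p = 0.00587), from 0.356 ± 0.162 to 31.4 ± 17.4 FPKM. Serpina7 (ENSMUSG00000031271, chromosome X, 139079257 to 139085236) rose by 2.76 ± 0.232 (SE, limma adjusted p = 2.33e-05), from 24.3 ± 6.86 to 167 ± 24.2 FPKM. The largest falls were in genes with near-identical copies, whose separate values are uncertain. Cyp3a41b (ENSMUSG00000075552, chromosome 5, 145558664 to 145584730) went from 704 ± 127 to 13.4 ± 12.8 FPKM (log2 fold change -6.15 ± 1.07 SE, limma adjusted p = 0.00407). It shared 93.5% of its 50-base words with other genes, mostly Cyp3a41a (ENSMUSG00000075551, chromosome 5, 145694049 to 145720136; 98.6% shared), which went from 742 ± 143 to 15 ± 14.1 FPKM (log2 fold change -6.08 ± 1.07 SE, limma adjusted p = 0.00408). ENSMUSG00000110439 (chromosome 4, 60817589 to 60821463), all of whose 50-base words occur in other genes and mostly in the major urinary protein gene Mup9, had a log2 fold change of -5.70 ± 1.69 (SE, limma adjusted p = 0.0452) and was past the threshold in the unblocked model but not with the replicate block (limma adjusted p = 0.0741). It was lost in 14 of 26 alternatives, with a limma adjusted p of 0.129 without KO replicate 1 without antibiotics, and the other genes named here for KO were lost in none. Il33 rose by 0.85 ± 0.121 (SE, limma adjusted p = 0.00126) in KO, opposite to its change in WT.

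Averaged over the genotypes, antibiotics changed 3228 genes, 2378 upward and 850 downward, of which 158 changed by at least 1 on the log2 scale. The block on replicate number, with the pairing taken from the labels, gave 2671 genes, and over all groups the deviations of same-numbered samples correlated at -0.022 (21 pairs) against 0.006 (63 pairs) for different numbers. The excess of rising genes depended on the scaling. Quantile normalization gave 1803 higher and 1427 lower, and a correction for GC content, chosen after seeing the data, gave 1353 higher and 1413 lower. For 658 genes every sample with antibiotics lay outside the range of every sample without. Sult1e1 rose by 3.58 ± 0.557 (SE, limma adjusted p = 0.000886), Serpina7 by 2.26 ± 0.158 (SE, limma adjusted p = 5.41e-06) and Cela2a by 2.18 ± 0.374 (SE, limma adjusted p = 0.00164). The log2 fold change was -3.89 ± 0.547 (SE, limma adjusted p = 0.000531) for Cyp8b1, -3.52 ± 0.525 (SE, limma adjusted p = 0.000713) for Slco1a1 (ENSMUSG00000041698, chromosome 6, 141907282 to 141946962), and -2.89 ± 0.544 (SE, limma adjusted p = 0.00262) for Dio1. In Slco1a1 the FPKM went from 47.1 ± 15.6 to 11 ± 8.63 in WT and from 63.3 ± 27.6 to 2.33 ± 2.91 in KO (SD). Il33 did not change on average (-0.03 ± 0.082 SE, limma adjusted p = 0.834), since its changes in the genotypes cancelled.

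**Figure D3:**
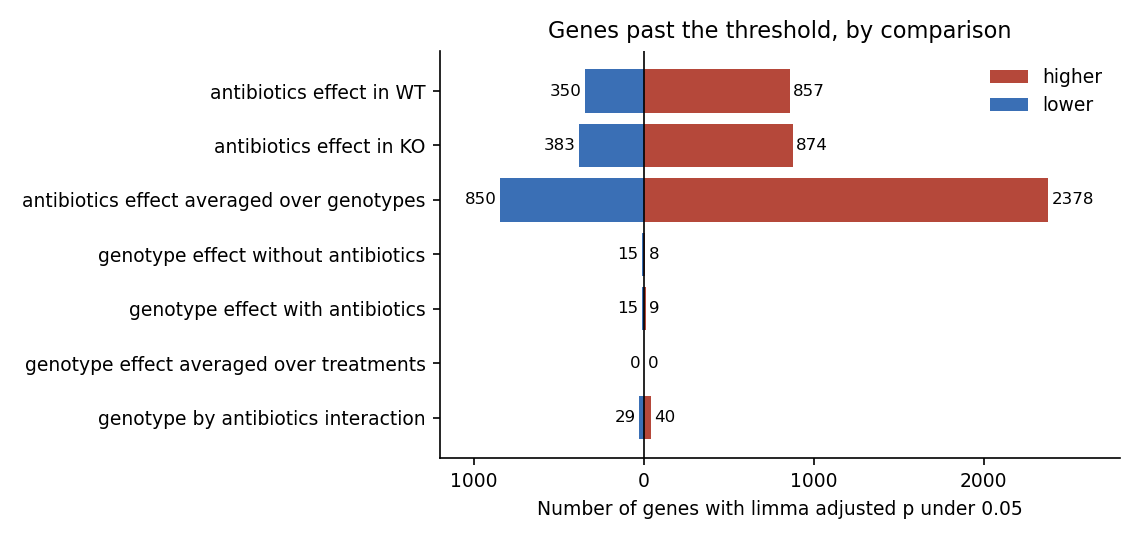
Number of genes (horizontal axis) with a limma adjusted p under 0.05 in each of the 7 comparisons (vertical axis), higher to the right of 0 and lower to the left. The averaged antibiotics effect has 2378 higher and 850 lower genes, and the averaged genotype effect has none.

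The antibiotics effects in WT and KO, which share no samples, correlated across the 11982 genes at Pearson r = 0.567 and Spearman rho = 0.509, where genes are not independent replicates. The r moved most when WT replicate 3 with antibiotics was left out, to 0.446. The effects had the same direction in 8524 genes (71.1%). Of the 390 genes past the threshold in both genotypes, 270 rose in both, 98 fell in both, and 22 changed in opposite directions. Il33, H2-Q7, Sfi1 and Mfap1a were among the 22.

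**Figure D4:**
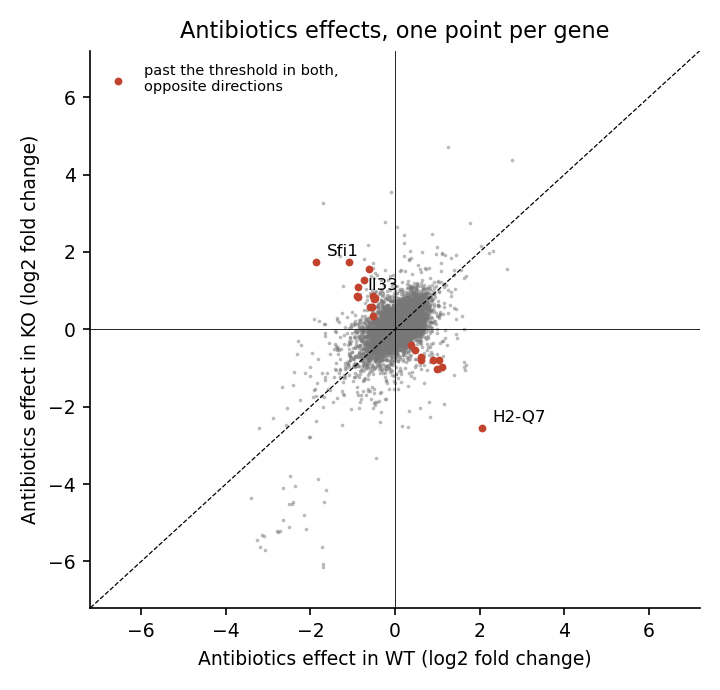
Antibiotics effect in KO (vertical axis) against that in WT (horizontal axis), both as log2 fold changes on the log2(FPKM + 1) scale, with 1 point per gene and a dashed line of equal effects. The effects correlate at r = 0.567, and the 22 genes past the threshold in both genotypes with opposite directions are drawn in red.

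Genotype was compared next, to ask what the absence of IL-33 changed in infected livers. Without antibiotics 23 genes passed the threshold, 8 higher and 15 lower in KO, and their arms did not overlap in any of the 23. With the replicate number as a block 7 genes passed. The pairing is taken from the labels (mean correlation of deviations -0.019 over 3 same-numbered pairs and 0.005 over 9 others). The count was 362 with sample weights. H2-Q7 (ENSMUSG00000060550, chromosome 17, 35439155 to 35443773) was 11.9 ± 4.49 FPKM in KO (SD, n = 3) and 1.71 ± 0.533 in WT (SD, n = 4), a log2 fold change of 2.21 ± 0.252 (SE, limma adjusted p = 0.00188), and shared 26.4% of its 50-base words with other genes. Sfi1 (ENSMUSG00000023764, chromosome 11, 3131850 to 3193463) was 12.4 ± 4.50 FPKM in KO and 47.1 ± 10.3 in WT (log2 fold change -1.88 ± 0.200 SE, limma adjusted p = 0.00161), and its locus was shared with 4 other genes. Both passed in every alternative. The other named genes were lost in 7 to 19 of 25 alternatives each. They were Pdzk1ip1 (ENSMUSG00000028716, chromosome 4, 115088708 to 115093899, log2 fold change 1.31 ± 0.239 SE, limma adjusted p = 0.0459), Gm11773 (ENSMUSG00000087638, antisense, chromosome 11, 120831029 to 120834244; 0.96 ± 0.153 SE; 0.0198), Gm37416 (ENSMUSG00000103865, chromosome 2, 16023108 to 16023425; -1.83 ± 0.289 SE; 0.0198; 79.6% of 50-base words shared) and Oas1g (ENSMUSG00000066861, chromosome 5, 120876142 to 120887613; -1.52 ± 0.282 SE; 0.0473; 45.7% shared). Il33 was lower in KO by 0.73 (log2 fold change -0.73 ± 0.121 SE, limma adjusted p = 0.0236), and was not past the threshold in 10 of 25 alternatives, among them the block (limma adjusted p = 0.151), quantile normalization (limma adjusted p = 0.0622), the fit on these groups only (limma adjusted p = 0.0965) and 6 of the fits without one replicate.

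With antibiotics 24 genes passed, 9 higher and 15 lower in KO, all with arms that did not overlap. The replicate block gave 20 genes, with the pairing taken from the labels and a mean correlation of deviations of -0.080 over 4 same-numbered pairs and 0.022 over 12 others. A fit on only these 8 samples gave 8 genes, and leaving out KO replicate 1 without antibiotics gave 67. H19 (ENSMUSG00000000031, a long noncoding RNA, chromosome 7, 142575529 to 142578143) was 6.92 ± 3.62 FPKM in KO and 0.687 ± 0.716 in WT (log2 fold change 2.19 ± 0.314 SE, limma adjusted p = 0.00500). Sfi1 was higher in KO by 1.73 ± 0.185 (SE, limma adjusted p = 0.000414) and H2-Q7 lower, with a log2 fold change of -2.41 ± 0.234 (SE, limma adjusted p = 0.000166), both opposite in direction to the comparison without antibiotics. Slc39a5 (ENSMUSG00000039878, chromosome 10, 128395931 to 128401229; 3 other genes at its locus) was higher by 1.41 ± 0.175 (SE, limma adjusted p = 0.00157). Hspb1 (ENSMUSG00000004951, chromosome 5, 135887919 to 135889563; 48.8% of 50-base words shared) went from 26.3 ± 10.7 FPKM in WT to 3.36 ± 0.460 in KO (log2 fold change -2.57 ± 0.404 SE, limma adjusted p = 0.0118). Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288; 2 other genes at its locus) went from 11.9 ± 3.97 to 4.2 ± 0.637 FPKM (log2 fold change -1.27 ± 0.197 SE, limma adjusted p = 0.0111). Hspb1 was lost in 4 of 26 alternatives, Ddit3 in 2, and H19 and Slc39a5 in 1 each. Il33 was higher in KO by 1.03 ± 0.112 (SE, limma adjusted p = 0.00042).

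Averaged over treatments, no gene passed the threshold for genotype with or without the replicate block (0 genes in each; the pairing is taken from the labels, with mean correlations of deviations of -0.022 for same and 0.006 for different numbers), while 1105 genes had an unadjusted p under 0.05. The smallest adjusted p in limma was 0.225, shared by Ccdc117 (ENSMUSG00000020482, chromosome 11, 5528887 to 5542187, log2 fold change -0.58 ± 0.101 SE), Ell2 (ENSMUSG00000001542, chromosome 13, 75706757 to 75772364; -0.42 ± 0.074 SE) and Bag3 (ENSMUSG00000030847, chromosome 7, 128523616 to 128546981; -1.06 ± 0.190 SE), all not past the threshold. Bag3 passed with sample weights over all 15 samples (limma adjusted p = 0.0411) and when WT replicate 3 with antibiotics was left out (limma adjusted p = 0.025). Il33 differed by 0.15 ± 0.082 (SE, limma adjusted p = 0.598).

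Whether the antibiotics effect differed between the genotypes was tested directly as an interaction. It passed the threshold in 69 genes, 40 with a higher and 29 with a lower antibiotics effect in KO, and in 44 genes with the replicate block (pairing taken from the labels; mean correlation of deviations -0.022 for same-numbered and 0.006 for other pairs over all groups). The count was 358 with sample weights. The smallest adjusted p values were in Mfap1a (ENSMUSG00000068479, chromosome 2, 121491911 to 121506665), H2-Q7 and Sfi1, each with a limma adjusted p of 5.54e-06. Mfap1a was 2.24 ± 0.213 FPKM in WT and 4.91 ± 0.293 in KO without antibiotics, but 5.98 ± 0.668 in WT and 2.03 ± 0.312 in KO with antibiotics (SD), an interaction of -2.07 ± 0.145 (SE). It shared 51.1% of its 50-base words, mostly with Mfap1b. The interaction was -4.62 ± 0.344 (SE) for H2-Q7 and 3.61 ± 0.273 (SE) for Sfi1, and for Il33 it was 1.75 ± 0.165 (SE, limma adjusted p = 5.12e-05). In each of these genes the samples of one genotype lay wholly above the other genotype in one treatment and wholly below it in the other.

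**Figure D5:**
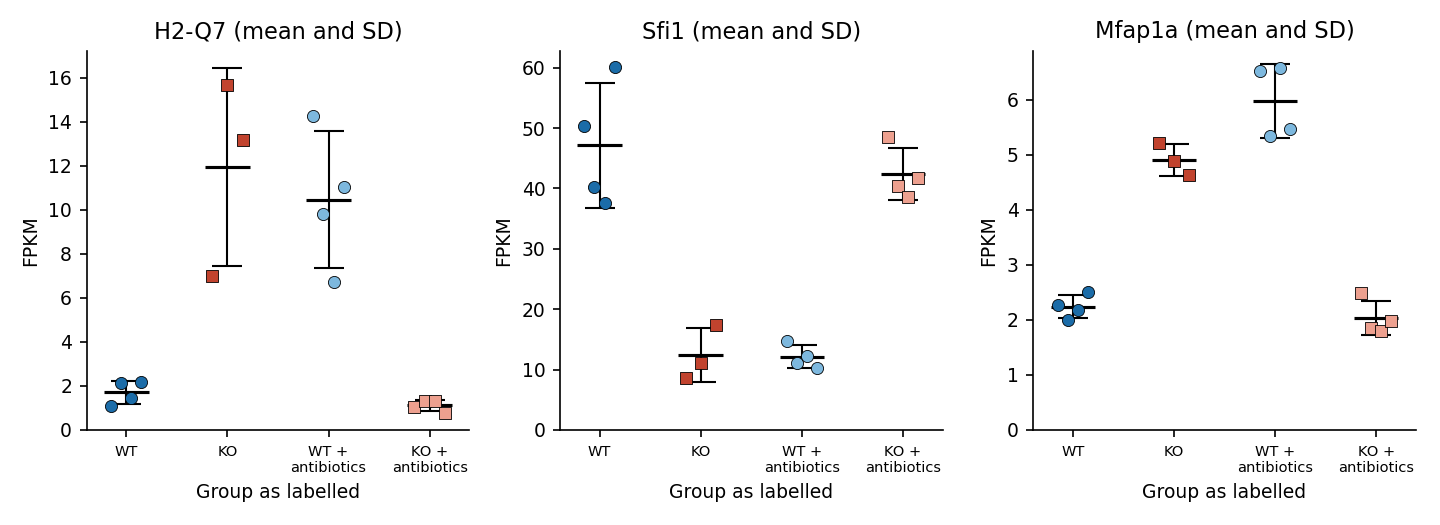
FPKM (vertical axes, from 0) of H2-Q7, Sfi1 and Mfap1a in each sample by labelled group (horizontal axes), with 1 point per sample and lines for the group mean and SD. In all 3 genes WT without antibiotics resembles KO with antibiotics, with mean FPKM of 1.71 and 1.11 in H2-Q7, 47.1 and 42.3 in Sfi1, and 2.24 and 2.03 in Mfap1a.

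None of the 35 tests of the gene panels passed the adjusted threshold, and the smallest adjusted p was 0.431. At an unadjusted p under 0.05 there were 2 tests. The bile acid synthesis and transport panel (22 genes) was lower with antibiotics in WT (mean log2 fold change -0.35, limma adjusted p = 0.431), where the sample scores of the arms overlapped. The biliary epithelium panel (12 genes) was higher with antibiotics in KO (mean log2 fold change 0.56, limma adjusted p = 0.461). Its scores overlapped too, at 2.10 to 2.85 with and 1.45 to 2.14 without antibiotics. Its mean was 0.37 without KO replicate 1 without antibiotics, and 0.076 over its 4 genes with FPKM of at least 1 in all 15 samples. In KO the mean log2 fold change of the bile acid panel was -0.34, but the panel test, which weighs genes by their statistics, pointed upward (limma adjusted p = 0.890). Over the 18 panel genes with FPKM of at least 1 in all 15 samples the mean was 0.0025 in KO and -0.14 in WT. This filter depends on the change itself, since a gene that falls below 1 FPKM with antibiotics is left out. Cyp8b1 was left out in this way, with 0.497 FPKM in WT replicate 3 with antibiotics. The mean of the 18 genes therefore cannot show how far the panel as a whole fell. In KO the 4 panel scores with antibiotics (mean log2(FPKM + 1) of 5.76 to 5.97) all lay below the 3 without (6.19 to 6.22). Its interaction was not past the threshold (limma adjusted p = 0.461). When WT replicate 2 with antibiotics was left out, the bile acid panel in WT passed (mean log2 fold change -0.43, limma adjusted p = 0.028). The fibrosis panel (19 genes) differed between KO and WT by -0.21 without and 0.38 with antibiotics, and the type 2 immunity panel (7 genes past the filter) by 0.06 and 0.26, none of which was past the threshold (limma adjusted p = 0.840, 0.595, 0.840 and 0.595).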

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

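The tests in this part were chosen after the results were seen, except the marker scores for blood and pancreas, the GC and length tests, the sex of the mice, the splits of the samples and the comparison of WT replicate 3 with antibiotics with the samples without antibiotics.

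The 69 genes with a genotype by antibiotics interaction stand out because the effect of antibiotics differed between the genotypes in a direct test. Of the 100 relabellings of genotype within treatments, each of which parted all 7 same-numbered pairs, 1 gave as many genes, and it was the real one. The largest number in the others was 44, and they differ from the real labels by exchanging the genotype of some same-numbered pairs. Genes named in the report had interactions of -4.62 (H2-Q7), -1.21 (Gm11773), 3.61 (Sfi1), 2.83 (Gm37416), 2.60 (H19), 1.82 (Slc39a5), -3.09 (Hspb1), -1.42 (Ddit3), -2.07 (Mfap1a) and 1.75 (Il33) on the log2 scale. Il33 is the most telling, since its level in the KO mice with antibiotics was that of WT mice without antibiotics and its level in the WT mice with antibiotics was below that of KO mice without antibiotics.

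A candidate technical explanation is that the genotype labels of the antibiotics groups were exchanged at some step before deposition. If so, genes that differ by genotype without antibiotics should differ in the opposite direction in the antibiotics groups, which are other mice. Of the 22 genes past the threshold without antibiotics, Il33 left out, 21 had the opposite direction with antibiotics (exact two-sided binomial p = 1.1e-05) and 1, Pdzk1ip1, had the same. The slope of the log2 fold changes with antibiotics on those without was -0.66 in these genes, and over all 11982 genes the effects correlated at r = -0.217 and rho = -0.113. In the other direction, 19 of the 23 genes past the threshold with antibiotics, Il33 left out, were opposite without antibiotics (exact two-sided binomial p = 0.0026), with a slope of -0.46. This test is against equal shares and cannot separate a full reversal from one in part of the genes. Genes are not independent replicates, so these p-values describe the gene lists. The 4 genes with the same direction were Ccdc117, Chordc1, Serpina7 and Smyd1. The signs are those that an exchange of labels would give. A true reversal of the genotype effect by antibiotics, in all or part of the genes, would give them too, so the signs do not tell these apart. Il33 is a separate check, since the KO mice lack this gene. KO samples with antibiotics had 1.10 to 1.66 FPKM, against 0.937 to 1.52 in WT without antibiotics. Il33 at the WT level in mice that lack it argues against a true reversal for this gene. KO samples without antibiotics still had 0.283 to 0.373 FPKM, so a true reversal is not excluded. No sample was moved to another group.

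Further explanations for the interaction were tested. Blocks of DNA that differ between the mouse colonies could place the genes side by side, but 4 neighbouring pairs of the 67 loci lay within 1 Mb against a median of 3 in 10000 random sets (one-sided permutation p = 0.462). For genotype without antibiotics there were 2 such pairs among 22 loci against a median of 0 (one-sided permutation p = 0.0565), and with antibiotics 1 among 23 (one-sided permutation p = 0.349), so some clustering of the genotype genes is not excluded. With the labels as kept, a fixed DNA difference would keep its direction in both treatments. The reversal in 21 of 22 and 19 of 23 genes argues against it as their source. If the labels were exchanged, this argument does not hold. A test of simulated sets called 5% of random sets and 100% of sets with planted runs of adjacent genes. Weaker clustering and sets as small as the genotype lists were not simulated. DNA carried over around the Il33 locus could also place the genes side by side. Of the 68 interaction genes other than Il33, 3 (4.41%) lay within 20 Mb of it against 1.91% of the other genes (one-sided Fisher exact p = 0.142, where 4 genes would give a p under 0.05). An excess was thus not shown and is not excluded. Reads shared between near-identical genes were a possible source. Of the 69 genes 19 (27.5%) shared at least 10% of their 50-base words with other genes, against 12.9% of the other tested genes (one-sided Fisher exact p = 0.00098), and 4 of the 10 named genes did. Shared reads may therefore contribute to the interaction, while 50 of the 69 genes shared less, so they do not explain all of it. Division of fragments among genes at 1 locus was not tested. Among the named genes it could bear on Sfi1, Slc39a5, Ddit3, Gm11773 and Gm37416, whose loci held other genes. Il33 and H19 had neither a shared locus nor at least 10% shared words. Depth differed between the genotypes without antibiotics but not with antibiotics (exact two-sided permutation p = 1). A depth gap in one treatment could itself add to an interaction, but 35 genes passed among those with FPKM of at least 1 in all 15 samples, so the depth of the samples does not explain all of the interaction. Shared reads and depth thus remain for a part of the genes at most. An exchange of the genotype labels remains for the whole, so the interaction cannot be told apart from it and is not called biological.

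In WT replicate 3 with antibiotics, 4 of the values tested lay far from the other 3 samples of the group. The gap to the nearest sample, as a share of the range of the group, was 0.949 for Slc4a9 (66.7 FPKM against 3.08 to 3.70), 0.901 for Cyp8b1 (0.497 against 18 to 24.1), 0.987 for ENSMUSG00000110439 (2.56 against 1131 to 1221) and 0.900 for the erythroid marker score (1.08 against 4.71 to 5.11). It had the lowest value of all 15 samples in 1521 genes and the highest in 3229. Igfbp1 reached 333 FPKM against 3.77 to 15.8 in the rest of its group, Cyp2b10 142 against 2.29 to 7.89, and Car3 was at 3.33 against 437 to 938. Most of the largest falls against its group were in major urinary protein (Mup) genes. Mup9 was at 5.64 FPKM against 2272 to 3318 in the rest of its group and 39.7 or more in all other samples. Several technical explanations were tested. Its depth of 21700000 fragments lay inside the range of the others. Its difference from the rest of its group correlated across genes with transcript length at rho = 0.181 and with GC content at rho = -0.077, both below the limit of 0.3 set for a bias. Its median correlation was 0.919 with samples without antibiotics and 0.950 with the other antibiotics samples, a difference of -0.031, so an exchange with a sample without antibiotics was not borne out. With its own group the median was 0.939, so it did not match that group better than the antibiotics samples of both genotypes together. Its pancreatic acinar score was the highest of all 15 samples, at 0.559 against 0.334 to 0.401 in the rest of its group. Cela2a, a marker in that score, was at 21.5 FPKM against 1.11 to 3.89. The erythroid score lay 2.84 below the lowest of the other 14 samples, whose range was 1.97, which points to less blood in this sample. Haemoglobin genes such as Hbb-bs (3.65 FPKM against 102 or more elsewhere) fell with it. In the other samples Hbb-bs, Hba-a2 and Hba-a1 were at most 1086, 608 and 595 FPKM, where the FPKM sums were 502506 or more. Loss of these transcripts would change the scaling of other genes little. That argues against this scaling as the source of the gaps in Igfbp1, Cyp2b10, Cyp8b1 and Car3. Whether less blood bears on these genes in another way was not tested. A different state of this mouse or a different dissection cannot be told apart here, and no biological explanation was tested, since the labels give this mouse no condition of its own.

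The remaining values far from their groups were single ones. Dio1 was low in WT replicate 4 without antibiotics (33.5 FPKM against 81.1 to 90.7; gap share 0.887), and H19 was high in the same sample (1.15 against 0.361 to 0.406; 0.929). Serpina7 was low in KO replicate 1 with antibiotics (131 FPKM against 175 to 183; 0.860), Gm37416 was high in WT replicate 4 with antibiotics (3.97 against 1.43 to 1.74; 0.830), the fibrosis score was high in WT replicate 1 with antibiotics (3.67 against 2.16 to 2.35; 0.874), and the bile acid score was low in WT replicate 3 without antibiotics (6.17 against 6.30 to 6.32; 0.833). Groups of 3 samples were not screened, so KO without antibiotics, with its replicate 1, is outside this count. In all, 10 of 104 groups tested had such a sample, where chance gives 5.2 (one-sided exact binomial p = 0.0356). The groups share samples, so chance cannot be excluded by this p. Depth was an unlikely source, since 2 of the 10 were the sample with the highest or lowest depth of its group. No biological explanation was tested for these single values.

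Y-linked genes are outside the comparisons. All 4 of those looked for (Ddx3y, Eif2s3y, Kdm5d and Uty) were listed in KO replicate 2 with antibiotics, with an FPKM sum of 0.929, against a sum of 0 to 0.01 in the other 14 samples. A male mouse is not borne out, since Xist, which is expressed from the inactive X chromosome of females, was at 42.7 FPKM in this sample, just below the 45.0 to 101 FPKM of the others. A small amount of RNA of a male source in the library could give this sum of 0.929, and such a source was not identified. With 0 samples in which the Y-linked sum exceeded Xist, the explanation of sexes unevenly spread over the groups was not borne out.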

How the results depend on the processing

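The mitochondrial and GC alternatives, and leaving out samples of the groups not compared, were chosen after seeing the data. The averaged antibiotics effect stayed within 1.5 times its 3228 genes in every alternative, from 2497 to 3538 across the 15 fits that each left out one replicate. For the other counts the cause of each move was not tested, except where stated.

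The antibiotics effect in WT (1207 genes) gave 672 without a filter, 674 with TPM scaling and 569 in the fit on the groups compared, and from 316 to 2238 across the 15 fits that each left out one replicate. In KO (1257 genes) sample weights gave 3190 and the 15 fits without one replicate gave 591 to 1943.

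The genotype effect without antibiotics (23 genes) gave 12 with a pseudocount of 0.1, 6 with FPKM of at least 1 in all 15 samples, 15 with TPM scaling, 362 with sample weights, 7 with the replicate block, 10 in the fit on the groups compared and 7 with the GC correction with replicate block. Leaving out one replicate gave 6 to 51 across 15 fits. With antibiotics (24 genes) it gave 13 with FPKM of at least 1 in all 15 samples, 43 with sample weights, 8 in the fit on the groups compared, 54 with the GC correction, and 13 to 67 across the 15 fits without one replicate. Averaged over treatments (0 genes; 1105 at an unadjusted p under 0.05) it gave 1 gene without a filter and 1 with sample weights, and 0 to 2 without one replicate. The interaction (69 genes) gave 28 without a filter, 35 with FPKM of at least 1 in all 15 samples, 358 with sample weights and 44 with the replicate block, and 24 to 132 without one replicate.

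Gene panels past the threshold numbered 0 in the model reported, with 2 at an unadjusted p under 0.05, and 0 to 1 across fits without one replicate. The correlation of the antibiotics effects (0.567) was 0.524 with a pseudocount of 0.1 and 0.446 to 0.589 without one replicate. The Il33 difference between KO and WT stayed positive and not past the threshold, from 0.13 to 0.30 without one replicate. The correlation between replicates moved by less than its spread.

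Of 1075 values for the 43 results on named genes under alternatives, 969 kept their direction and side of the threshold, 101 were weaker, 2 stronger and 3 reversed, and 26 of the 43 results kept both in every alternative tried. The 3 reversals were of the averaged antibiotics effect on Il33, which is near 0 (-0.03). It was 0.011 under quantile normalization (limma adjusted p = 0.947) and -0.058 to 0.007 across the 15 fits without one replicate, positive without KO replicate 3 with antibiotics (0.007) and without WT replicate 4 without antibiotics (0.005), and the cause was not tested.

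The depth of 20000000 to 23500000 fragments limits genes with FPKM near 1 most.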

Other observations

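The tests of gene length, GC content, marker scores and splits were chosen before their results were seen, and the tests of library composition, of the mitochondrial share and of depth were chosen after.

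For the antibiotics effect in WT (1207 genes), 1 of the 8 splits of the samples that parted all 4 same-numbered pairs gave as many genes, the real one, and so it was among all 35 splits, where the others gave 3 or fewer. In KO (1257 genes) it was 1 of 8 splits, and 1 of all 35. With 8 splits a share under 0.05 cannot be reached. Among all 35 splits, most of which part fewer pairs, the share of 1 in 35 is under 0.05 in both genotypes. For the averaged antibiotics effect (3228 genes) 1 of 100 splits gave as many, the real one, and the largest other gave 724. For genotype without antibiotics (23 genes) and with antibiotics (24 genes) 1 of 8 splits gave as many in each, and so did 1 of all 35, where the largest others gave 6 and 21. For genotype averaged over treatments (0 genes), all 100 splits gave as many, which a count of 0 makes certain. The largest of these splits gave 69 genes. It is the one that exchanges the genotype of all 4 pairs with antibiotics, which turns the averaged effect into the interaction, so the equal counts follow from the model.

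The pancreatic acinar score, the mean log2(FPKM + 1) of 12 listed markers, was higher with antibiotics in both genotypes. The rise was 0.16 in WT and 0.14 in KO (exact two-sided permutation p = 0.0286 in each, the smallest these designs allow). Between genotypes no difference in the score was found without antibiotics (p = 0.8, exact permutation) or with them (p = 0.886, exact permutation). Cela2a alone rose by 2.32 in WT, which spread over the 12 markers is more than the rise of the score. The same held in KO. The rise of the score thus rests on Cela2a, while the other markers fell on balance. As a set, these other markers argue against pancreas carried along with the liver. Pancreas as the source of Cela2a is not excluded, and this gene could also be expressed by liver cells. Of the 2 markers that passed the filter, Cela1 and Cela2a, both were past the threshold in each antibiotics comparison. Cela2a rose in each, while Cela1 was counted without regard to direction. How many other genes of the pancreas are among the 1207 and 1257 was not tested. The erythroid score passed p = 0.05 in none of the 4 comparisons (exact two-sided permutation p = 0.943 and 0.229 for antibiotics in WT and KO, 0.114 and 0.743 for genotype without and with antibiotics), so blood left in the liver was not detected as a difference. It was higher in KO by 0.92 without and 0.85 with antibiotics, both more than the pancreatic differences. The 0.85 rests on WT replicate 3 (1.082). The other WT samples with antibiotics scored 4.706 to 5.108, within the 4.622 to 5.115 of KO with antibiotics. Groups of 3 or 4 cannot exclude a difference of the size seen without antibiotics.

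More genes rose than fell with antibiotics, at a ratio of 2.80 in the averaged effect. The effect correlated across genes with transcript GC content at Spearman rho = 0.316, past the limit of 0.3 set for a bias, and with transcript length at rho = -0.121. After the GC correction the ratio was 0.96, and 2766 genes still passed. The balance of rising and falling genes may therefore reflect a GC bias between libraries, while a GC bias does not fully explain the antibiotics effect. The correction also centres the samples, so it partly balances the directions by design. The same holds for quantile normalization, where the ratio was 1.26, while among scalings that do not centre them TPM gave 4.01 and leaving out the mitochondrial genes with rescaling gave 2.02, and composition of the libraries cannot be told apart as a source. Part of the excess rested on KO replicate 1 without antibiotics. Without it the effect in KO went from 874 higher and 383 lower to 334 and 339, and the averaged effect to 1869 and 888. Sample weights gave 1860 and 1330 in KO.

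KO replicate 1 without antibiotics had a mitochondrial share of 15.92% and a sample weight of 0.16. The 4411 genes in which it was lowest could result from scaling by mitochondrial transcripts. After these were left out and the samples rescaled it was still lowest in 3358 genes, against 133 to 1634 in the other samples, so that scaling explains a part at most. The rescaling gave 1341 genes with an antibiotics effect in KO against 1257 before (859 higher and 482 lower against 874 and 383), and 87 interaction genes against 69. The interaction count was 132 without this sample.

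DNA of the donor strain around the Il33 knockout could not be tested in the averaged genotype effect, because no gene was past the threshold (0 genes, 1105 at an unadjusted p under 0.05; one-sided Fisher exact p = 1). Within 20 Mb of Il33 lay 0 of the 22 other genes past the threshold without antibiotics and 0 of the 23 with antibiotics (one-sided Fisher exact p = 1 in each, where 3 genes would give a p under 0.05), so no excess was seen there. The lower depth of the KO samples without antibiotics could produce differences in low genes. Among genes with FPKM of at least 1 in all 15 samples, 6 still passed, so the depth of the samples does not explain all of the genotype effect without antibiotics.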
